A study of Mus musculus with 2 samples.

How the data were processed

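The series holds DNase-seq of mouse liver, as 2 libraries that the labels describe as technical replicates of 1 biological replicate, in 1 group (liver after 58 h of darkness). Per the documentation deposited with each library, the authors aligned the reads to mm10 and made all files from filtered alignments that both libraries list, so every list is pooled. The aligner, the peak and footprint callers and their versions are not given in the sources used here. The lists came from 2 filtered alignments, called here the first and the second processing. The first gave the main peak list, the hotspots and a per-base file; the second gave a longer and a shorter peak list, a per-base file and the footprints. Which threshold separates the longer from the shorter list is not given in the sources used here.

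The deposited peak lists give a signal per peak. In the main list it is a whole number and not normalized for depth, and in the lists of the second processing every value is a multiple of 0.00330 (within 0.05 steps), which looks like scaling for depth. These signals are the authors' own and were used to describe, rank and filter peaks within a list; signals of both processings were set side by side on the log2 scale where peaks overlapped 1 to 1. The deposited hotspots carry a −log10 of their false discovery rate (FDR), limited to 100, and a score that is 10 times that value. The deposited per-base files hold an FDR (a q-value) of at most 0.05 for each base or run of bases, not a rate of cuts, so agreement between processings was measured on −log10 FDR, limited to 300, and not on cut rates as first planned. The deposited footprint file holds a single value of 0.01 throughout, which is a threshold and ranks nothing; whether it is a p-value or an FDR is not given in the sources used here. No file gives a read count, so depth is unknown, and intervals below cover the number of genes, peaks or matches counted.

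Chromosome lengths and sequence were taken from the reference genome GRCm38.p6 and genes from GENCODE vM21; no region of any list passed the end of its chromosome. Overlaps were computed with bedtools 2.31.1, counting at least 1 bp as shared, beside 100 random placements within the same chromosomes. A peak was placed at a promoter when its midpoint lay within 1 kb of an annotated start site, otherwise in an exon, an intron or intergenic sequence, in that order. For genes, the promoter reached 1 kb on each side of the gene's 5′ end, its signal was that of the strongest overlapping peak (0 where there was none), and distal peaks were those in the gene body and 20 kb on each side with the promoter left out. A gene without a promoter peak by this rule may have one at another annotated start site. Shares carry Wilson 95% intervals. Scripts ran on Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

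The 28 gene lists, the 25 consensus sequences, the tests and the rule for naming genes were fixed before the data were examined. Of 401 genes named in the lists 398 were found as protein-coding genes, H19 as a non-coding gene that was kept, and Ahsp and Hbb-b1 were not found and left out. Each list's share with a promoter peak, median promoter signal and median number of distal peaks were placed as percentiles among 10000 random lists of the same size drawn from protein-coding genes. A percentile of 97.5 or above counted as high and 2.5 or below as low. No p-value is given, since genes are not replicates. Random lists were not matched on position, so neighbouring members, such as Fgg and Fgb or genes of a Hox cluster, count as separate genes. Percentiles of lists with such members may be too extreme. Some genes belong to more than 1 list, and combined lists count each gene once; the combined hepatocyte and other-liver-cell lists share 1 gene. The named genes are all members of the core clock list; for every other list of up to 30 genes, the 3 members with the strongest promoter signal and the first 2 in alphabetical order without a promoter peak; the 5 protein-coding genes with the strongest promoters; and the 5 with the most distal peaks. Vil1 falls under the strongest of its list at a signal of 0, since 2 members of that list had a peak. Some genes that the rule names are not reported here. Features named outside this rule are said to be so where they appear.

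Consensus matches were counted on both strands in footprints within peaks and in the rest of the same peaks, and the ratio of matches per base carries a 95% interval from Poisson counting. Each consensus was also shuffled 10 times; fewer forms could be used for the SP/KLF (8), FXR (7) and REST (5) sequences. Matches to clock sequences in footprints at core clock promoters were counted in an analysis added later, by the centre base of the match or by its whole length, beside random lists of genes and lists matched on promoter signal in 20 strata. For multi-copy sequence, all 31-base words of the 50 strongest peaks and of 1000 others were counted in the assembly, the mitochondrial genome included.

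The alternatives tried were other peak lists, the peaks at or above the list's median signal, 50% reciprocal overlap, promoter windows of 500 bp and 2.5 kb, every annotated start site, random lists matched on promoter GC or CpG ratio or on gene length in 10 strata, 50 kb or the gene body alone for distal peaks, 50 bp flanks as background for matches, and peaks away from promoters. Matching on CpG ratio, the use of other peak lists for distal peaks and the count of whole matches were added after the data had been seen.

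The statistics were tested on simulated data. Of 1000 random lists of 20 genes from a pool of 20000, 2.2% counted as high and 5.9% as low, the latter above the nominal share because many genes have a promoter signal of 0, so a low median signal is weaker evidence than a low share of genes with a peak. Of 1000 lists drawn towards high values 94.2% counted as high. A planted density ratio of 3 was recovered as 3.00, with 96.4% of intervals holding it over 1000 simulations, and the word count found 100% of copied segments and called 0 of 100 single ones copied.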

Results

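DNase-seq, which maps where chromatin is open to cutting by the nuclease DNase I, was carried out on liver from adult C57BL/6J mice held in continuous darkness for 58 h and sampled at circadian time 46, a state in which daily rhythms run without light cues. The labels describe 2 libraries as technical replicates of 1 biological replicate and give the sex as not collected. Every deposited list pooled both libraries, so no value below has a replicate spread, and the read depth behind the values is unknown. The labels give no second condition. The comparisons therefore set gene groups, regions and sequences of this liver beside random lists or placements, and they set the deposited processings, of which there were 2, beside each other. Coordinates are those of mm10.

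All 21 core clock genes had an accessible promoter, and their median promoter signal was 2454, against 358 (95% range 0 to 1437) in random lists of 21 protein-coding genes. Promoter signal here is the authors' value of the strongest peak within 1 kb of the gene's 5′ end, on a scale whose median over all peaks was 124. The strongest were Nr1d2 (14:18204054-18239127, signal 4163) and Nr1d1 (11:98767932-98775333, signal 3690), which encode the REV-ERB repressors, and Per1 (11:69095217-69109960, signal 3511), a repressor of the CLOCK and BMAL1 activators. Next came Dbp (3201) and Tef (3165), which encode D-box activators, the repressor genes Cry2 (3144) and Bhlhe40 (3079), and Arntl (3123), which encodes BMAL1. Lower signals were measured at Per2 (2764), Npas2 (2454), Per3 (2078), Csnk1d (1937), Ciart (1914), Cry1 (1844), Nfil3 (1484), Clock (1436), Bhlhe41 (974), Hlf (971), Csnk1e (571) and Rora (142).

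The core clock list lay at percentile 100 of 10000 random lists for its median promoter signal and at 99.99 when the random lists were matched on promoter GC content. Rora, the gene with the weakest promoter of the list, had 181 distal peaks in its gene body and 20 kb on each side, more than 99.98% of protein-coding genes, across a gene of 734 kb. Over the list the median was 25 distal peaks, against 10 in random lists and 11 in lists matched on gene length (percentile 100). Clock output genes of the liver had a promoter peak in 14 of 15 cases, with a median signal of 1857 (percentile 99.4). Among them were Gys2, the liver glycogen synthase (3038), and Tfrc, the transferrin receptor (2968). Por, the electron donor of the cytochrome P450 enzymes, had no peak within 1 kb of its annotated 5′ end but had 58 distal peaks. The series holds a single circadian time, so no rhythm was measured.

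Genes of hepatocyte function had accessible promoters almost throughout. Of the 138 genes in the combined hepatocyte lists, 134 (97.1%, Wilson 95% interval 92.8 to 98.9) had a promoter peak, against a median of 65.9% (58.0 to 73.9) in random lists. Their median promoter signal was 1826, against 375 in random lists, and both values lay at percentile 100. Among the 4 without a promoter peak were Creb3l3, a lipid-regulating transcription factor, Lipc, which encodes hepatic lipase, and the glutamate transporter gene Slc1a2, which had 32, 68 and 29 distal peaks. When every annotated start site was counted all members had a peak (100%).

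Plasma protein genes had a promoter peak in 30 of 30 cases and a median signal of 1996.5, led by Apoa2, a component of high-density lipoprotein (3939), C3, the central complement protein (3041), and Ahsg, which encodes fetuin-A (2739). For the urea cycle and amino acid breakdown the count was 18 of 18 and the median 1921.5, with Uroc1 of histidine breakdown at 4023 and the liver-type glutaminase gene Gls2 at 3047. Glucose and glycogen genes (13 of 14, median 2337.5) were led by Pcx, which encodes pyruvate carboxylase (3497), Slc37a4, the glucose-6-phosphate transporter (3332), and Ppp1r3b, a glycogen-targeting subunit (3061). Lipid and cholesterol genes (21 of 22, median 1914.5) were led by Hmgcs1 of the sterol pathway (3600) and Acly of fatty acid synthesis (3556). These lists lay between percentiles 99.9 and 100 for signal. Hepatocyte transcription factors (21 of 22, median 1674) lay at 99.5, and at 96.8, which did not count as high, when matched on promoter GC. Their strongest members were the nuclear receptor genes Nr0b2 (3243), Nr5a2 (2907) and Nr1h4 (2789).

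Bile acid and xenobiotic genes had a promoter peak in 21 of 21 cases, and their median signal of 1357 (percentile 96.2) did not count as high, though it did with the 2.5 kb window (99.025), with every start site (98.8) and when matched on GC (99.97) or CpG ratio (100). The strongest were Cyp8b1, a sterol hydroxylase of bile acid synthesis (2671), Gsta3, a glutathione transferase (2098), and Cyp27a1, another sterol hydroxylase (2046). Genes of periportal hepatocytes (15 of 15, median 2085, percentile 99.8) counted as high; some of them, such as Uroc1 and Gls2, are also in the list of urea cycle genes. Genes of pericentral hepatocytes (10 of 11, median 1448, percentile 92.2) did not, with Slc1a4, an amino acid transporter, at 2818, Cyp2e1 at 1884 and Cyp1a2 at 1718. A difference between the periportal and the pericentral list was not tested.

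**Figure D1:**
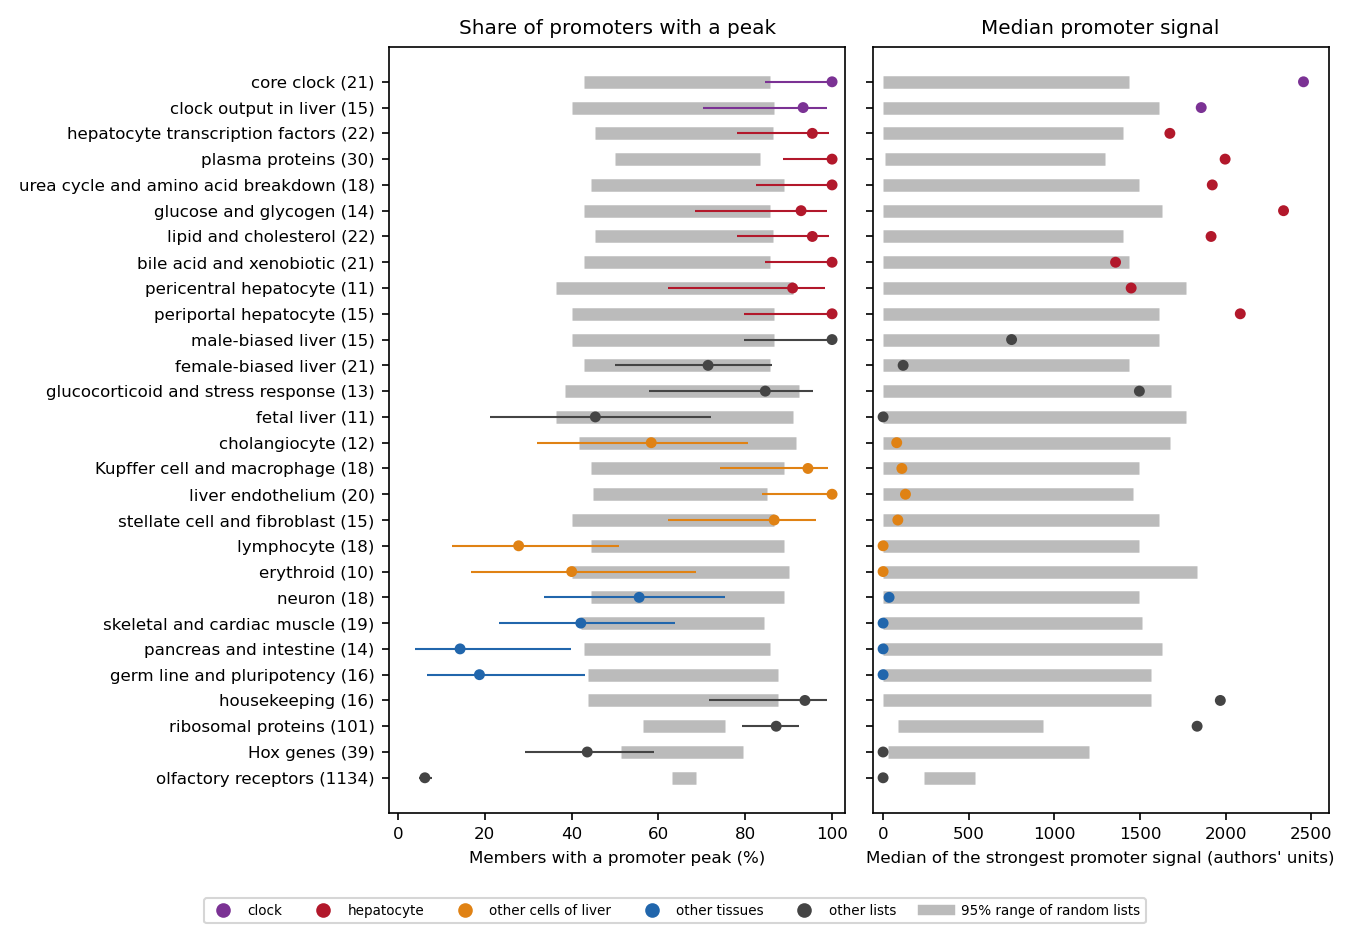
Share of each gene list with a promoter peak (left, percent, bars are Wilson 95% intervals) and median promoter signal of its members (right, authors' units), with the number of genes in parentheses and grey bars for the 95% range of 10000 random lists of the same size. The core clock list (2454) and the glucose and glycogen list (2337.5) have the highest medians, and lymphocyte genes have a peak in 27.8% of cases.

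Markers of the other cells of liver had promoter peaks about as often as random lists. Of 93 such genes 66 (71.0%, 61.1 to 79.2) had one, against 65.6% (percentile 84.3), though this share lay at percentile 0.02 with peaks at or above the median signal alone and at 100 when matched on CpG ratio. Their median signal was 91 against 366 (percentile 3.63). That signal counted as low with the 2.5 kb window (0.55), with every start site (0.63) and when matched on GC (2.18), and as high when matched on CpG ratio (97.9). Endothelial markers had a peak in 20 of 20 cases at a median of 130.5, led by the receptor gene Tie1 (1118), the adhesion gene Esam (912) and the Fc receptor gene Fcgr2b (458). Kupffer cell and macrophage markers had one in 17 of 18 cases at 109.5, with the transcription factor gene Irf8 at 1353, Cd68 at 251, and none at Csf1r, which encodes the receptor of the macrophage growth factor. Both lists were high in the share with a peak (percentiles 99.985 and 99.7), though with peaks at or above the median signal alone the share of the Kupffer list lay at 3.63 and that of the endothelial list at 75.6. With the shorter list of the second processing the Kupffer share lay at 95.4, which did not count as high. Stellate cell and fibroblast markers (13 of 15, median 86) were led by Tagln (1403), Col1a1 (898) and Reln (302), with none at Acta2 or Ngfr.

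Cholangiocyte markers (7 of 12, median 79.5) included Sox9 (1934) and Pkhd1 (1104), and 1 of them is also in a hepatocyte list. Cftr and Cldn4 had no promoter peak. Erythroid markers had a peak in 4 of 10 cases, among them Alas2 (212) and Tal1 (208), with none at Epb42 or Gata1. Lymphocyte markers had one in 5 of 18 cases (27.8%, percentile 0.035), the strongest at Tcf7 (762), Cd28 (163) and Lck (124), with none at Cd2. Among random lists matched on the promoter CpG ratio, an alternative added after the values were seen, the lymphocyte share was no longer low (percentile 7.56).

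The combined genes of tissues other than liver, from 4 lists, had an accessible promoter less often than random lists: 23 of 67 (34.3%, 24.1 to 46.3) had a peak, below every random list. The share was 14.9% with peaks at or above the median signal alone, 19.4% with the 500 bp window, 52.2% with the 2.5 kb window (percentile 0.04) and 47.8% with every start site (percentile 0.03). On their own, the shares of pancreas and intestine genes and of germ line and pluripotency genes counted as low (percentile 0 in both), and those of muscle (3.17) and neuron genes (17.94) did not. The muscle share counted as low with the 500 bp window (0.03), the shorter list (0.47), peaks at or above the median signal (0.16) and GC matching (0.41), and lay at 27.9 with CpG matching. The neuron share counted as low with the 500 bp window (1.19) and with peaks at or above the median signal (0.04), and lay at 60.2 with the 2.5 kb window and 63.7 with every start site. Pancreas and intestine genes had one in 2 of 14 cases, Fabp2, the intestinal fatty acid binding protein gene (959), and Cpa1, a pancreatic carboxypeptidase gene (29), with none at Cdx1, Cdx2 or Vil1. Germ line and pluripotency genes had one in 3 of 16, at Dppa3 (3335), Dazl (965) and Tnp2 (93), with none at Nanog or Ddx4. The count was 8 of 19 for muscle, where Mylpf had 2496, Myh4 738 and Ckm 679, and Acta1 and Myf5 had none. It was 10 of 18 for neurons, where Syn1 had 494, Snap25 340 and Slc17a7 183, and Camk2a and Dlx1 had none. Fetal liver genes, which are not in the combined list, had one in 5 of 11 cases, at Peg3 (1820), Gpc3 (112) and Igf2bp3 (105) among others, and none at Afp, which encodes alpha-fetoprotein, or Dlk1. Their share did not count as low (percentile 8.26), but did so with the shorter list (0.18), with peaks at or above the median signal (0.09) and when matched on GC (0.35) or CpG ratio (0.035).

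Housekeeping genes (15 of 16, median 1968.5) and ribosomal protein genes (88 of 101, median 1833) counted as high in signal. The housekeeping signal did not count as high when matched on CpG ratio (97.36), nor did its share with a peak when matched on GC (94.9) or CpG ratio (89.9), nor the ribosomal share when matched on CpG ratio (71.3). The strongest housekeeping members were Vcp (3025) and Tbp (2827), and Ywhaz had no peak within 1 kb of its annotated 5′ end. Hox genes had a peak in 17 of 39 cases (43.6%, percentile 0.285) and olfactory receptor genes in 70 of 1134 (6.17%, 4.91 to 7.73, percentile 0). In all, the median promoter signal of 10 of 28 lists counted as high and that of 3 as low, the latter lymphocyte, Hox and olfactory receptor genes. A median of 0 is the lowest possible, and its percentile depends on list size and on ties with random lists. Fetal liver, erythroid, muscle, pancreas and intestine, and germ line genes also had a median of 0 but lay between 2.87 and 6.115. The count of low lists therefore does not set these 3 apart from them. Each of these 3 calls ended under some alternative, those for lymphocyte and Hox genes with the 500 bp window (4.13 and 2.57) among others, and that for olfactory receptors when matched on promoter GC or CpG ratio (50 in both). In the settings named the medians of these lists stayed at 0, and only ties with random lists moved. Neuron genes, a list of the same size as lymphocyte genes, had the same 4.13. These losses therefore do not tell whether the low signal is stable. The low share of olfactory receptor and Hox genes with a peak held among lists matched on promoter GC or CpG ratio (0).

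Male-biased liver genes had a promoter peak in 15 of 15 cases (percentile 99.95) and female-biased genes in 15 of 21 (percentile 69.1, which counted as high at 99.465 when matched on promoter GC and at 99.945 when matched on CpG ratio). Male-biased genes had a median signal of 750 (percentile 68.6), led by Gstp1 (2147), C6 (2079) and Elovl3 (1808), and counted as high at percentile 97.525 when matched on promoter GC and at 99.6 when matched on CpG ratio. Female-biased genes had a median of 117 (percentile 25.1), led by Cyp39a1 (2047), Trim24 (2041) and Fmo2 (1650), with none at A1bg or Cyp2b13, and lay at percentile 98.2 when matched on CpG ratio, an alternative added after the values were seen. The male-biased list had a median of 24 distal peaks (percentile 99.9, and 83.3 within the gene body alone) and the female-biased list a median of 9 (percentile 37.6). The difference between them was not tested.

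Chromosome Y held 146 peaks, 1.59 per Mb of assembled sequence, against 44.3 per Mb on X and 108 per Mb on the autosomes (90.1 to 147). The Y-linked genes Uty (1339), Eif2s3y (816), Ddx3y (775) and Kdm5d (569), chosen after their values were seen, each had a promoter peak. Their X-linked counterparts had signals of 2082 at Kdm6a, 748 at Eif2s3x, 899 at Ddx3x and 2002 at Kdm5c, and Xist, the RNA gene that silences the X chromosome in females, had 416.

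Hepatocyte genes had more distal peaks than random lists. The combined hepatocyte list had a median of 33 distal peaks per gene, against 10 (8 to 12) in random lists, and markers of other liver cells had 10. Bile acid and xenobiotic genes had 44, with 71 at Gsta3, plasma protein genes 35.5, with 72 at C3, and transcription factor genes 35.5, with 73 at Nr5a2 and 67 at Nr1h4. Urea cycle genes had 35, periportal genes 33, lipid genes 32.5, glucose genes 30.5 and clock output genes 29. Glucocorticoid and stress response genes had 33 distal peaks (percentile 99.995), while their median promoter signal of 1496 (11 of 13 with a peak, percentile 94.8) did not count as high; it did with the 2.5 kb window (99.5) and with every start site (99.9). Their strongest promoters were those of Per1, Errfi1, a feedback inhibitor of the EGF receptor (2839), and Klf9 (2740). Cdkn1a and Sgk1 had no peak within 1 kb of their annotated 5′ ends. The share of the list with a peak lay at percentile 91.4, and at 99.4 with every start site.

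In all, 12 of 28 lists counted as high and 1, olfactory receptors with a median of 1 distal peak, as low. Ribosomal protein genes (10, percentile 55.1) and housekeeping genes (14, percentile 88.5) did not, but counted as high among lists matched on gene length (99.99 and 98.02). Pericentral genes, with a median of 20 (percentile 98.1), did not count as high with 50 kb on each side (92.9) or, in alternatives added after the values were seen, with the longer (95.7) and shorter (83.2) lists of the second processing. Over all 21911 protein-coding genes 66.0% had a promoter peak, the median signal was 372 and the median number of distal peaks was 10. The strongest promoters of all were those of Hjurp and Trpm8, which share a peak of signal 12101 that covers both of their 5′ ends, Ugt1a1, which encodes the bilirubin-conjugating enzyme (7087), Ankhd1 (6605) and Mplkip (5612). Most distal peaks were counted for Gm20388 (1160), Fgfr2 (443), Gm37240 (226), the repressor gene Zbtb20 (200) and Rora (181). All are annotated as very long, at 4435, 2961, 1391, 767 and 734 kb in that order. These counts were not corrected for length.

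**Figure D2:**
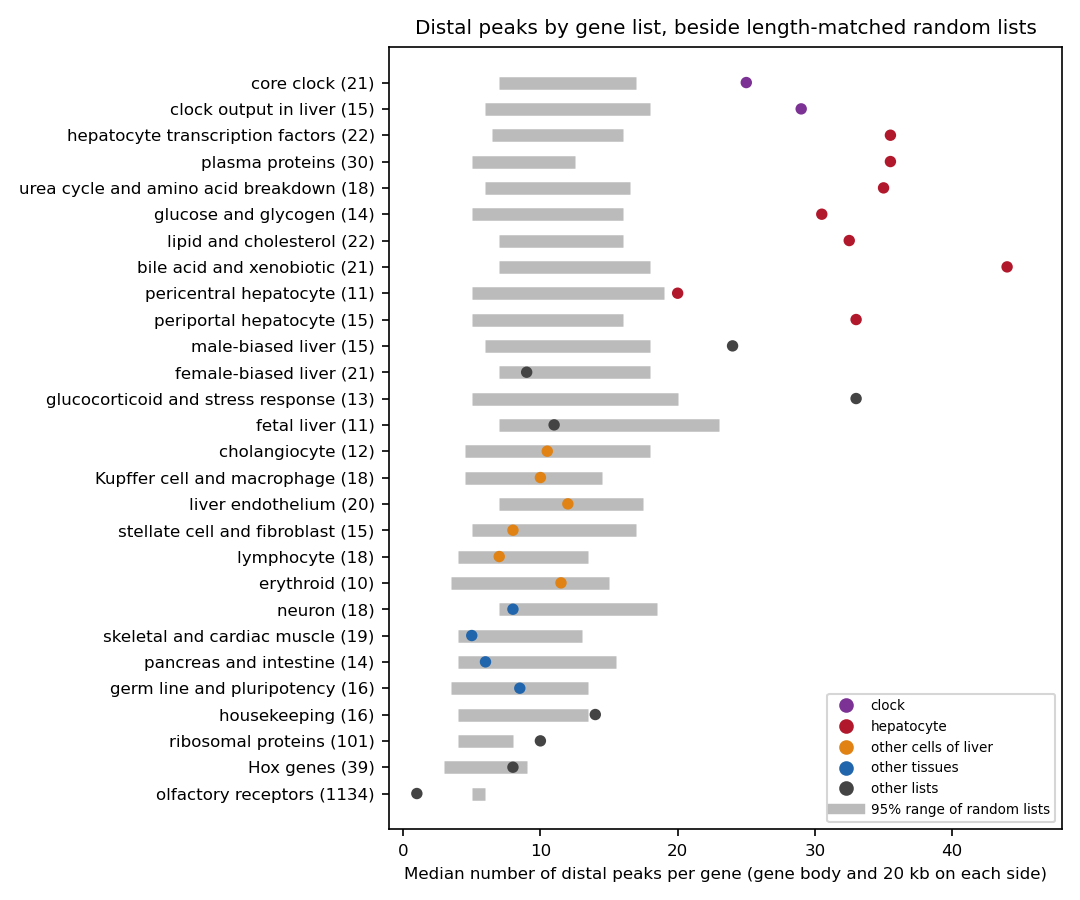
Median number of distal peaks per gene (gene body and 20 kb on each side, promoter left out) for each gene list, with grey bars for the 95% range of 10000 random lists matched on gene length. The 8 hepatocyte lists lie between 20 and 44, and olfactory receptors lie at 1.

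Promoters took a larger share of the peaks than of the genome. The main list held 274506 peaks covering 41.2 Mb (1.51% of the assembly). Of these, 19.3% (19.1 to 19.4) had their midpoint within 1 kb of a start site, against 6.11% after random placement, a ratio of 3.15. Introns held 43.8% (random 39.1%), exons 4.83% (3.27%) and intergenic sequence 32.1% (51.5%). Peaks at promoters had a median signal of 251, against 91 for intergenic peaks. From the weakest to the strongest decile of signal the promoter share was 7.23% and 43.1%, and the intergenic share 54.8% and 22.7%.

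**Figure D3:**
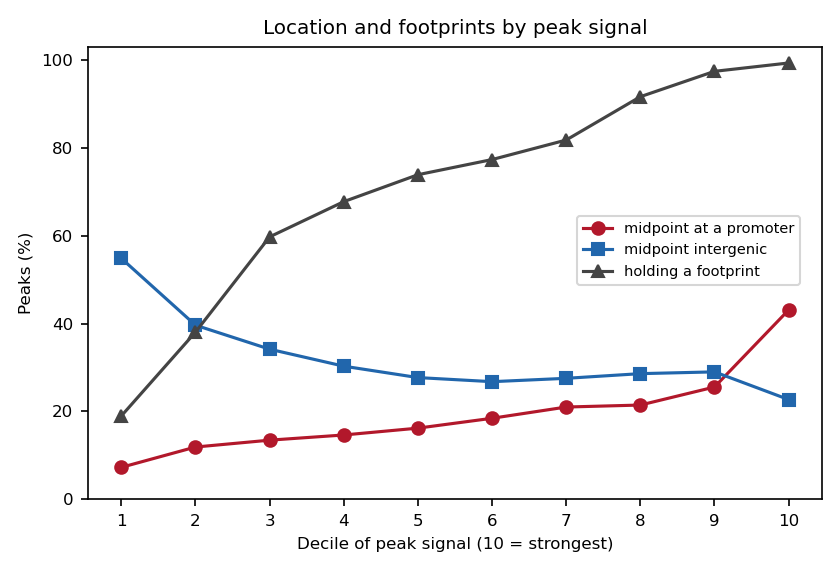
Percent of peaks with their midpoint at a promoter, with an intergenic midpoint, or holding at least 1 footprint, by decile of peak signal from weakest (1) to strongest (10). The promoter share is 7.23% in the first decile and 43.1% in the last, and the share with a footprint is 18.9% and 99.4%.

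The peaks of the first and the second processing were largely the same regions. Of the main list 91.9% overlapped the longer list of the second processing (264151 peaks) by at least 1 bp, against 3.64% after random placement, and 94.7% of the longer list overlapped the main one. The 22263 main peaks outside the longer list had a median signal of 46, against 143 for those inside. Across the 239248 peaks that overlapped 1 to 1, the signals of both processings had a Pearson correlation of 0.999 on the log2 scale. The shorter list of the second processing (193682 peaks) overlapped 68.6% of the main list. The per-base false discovery rates of both processings correlated across 261348 peaks with Pearson's r of 0.932 and Spearman's rho of 0.966 for the strongest base of each peak, where both processings list a base; 13157 peaks (4.79%) had none in the second. These are values across regions, which are not independent replicates, and both processings drew on the same libraries.

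Footprints, short stretches protected from cutting within open chromatin, numbered 648913, with a median width of 10 bp. Of these 65.9% lay within peaks of the main list, against 1.63% after random placement, and 25.6% lay at promoters (random 6.16%). Among footprints within peaks 20.8% lay at promoters. At least 1 footprint lay in 70.6% of peaks.

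Binding sequences of general and hepatocyte factors were dense in footprints. Matches to the NRF1 sequence were 112 times (95% interval 70.6 to 188) as frequent per base in footprints as in the rest of the same peaks, those of the insulator protein CTCF 33.9 times (32.1 to 35.9), those of the cyclic AMP response element 17.1 times (14.96 to 19.6) and those of SP/KLF factors 13.4 times (12.7 to 14.1). In peaks away from promoters these ratios were 39.5 for NRF1, 11.2 for the cyclic AMP response element and 6.83 for SP/KLF, and with 50 bp flanks as background that of NRF1 was 255.8. Among sequences of liver factors the ratio was 6.22 (5.42 to 7.14) for HNF1, 4.99 (4.61 to 5.39) for the extended nuclear receptor site of NR5A2, 3.88 (3.68 to 4.09) for the DR1 site of HNF4A and PPAR, 2.49 (2.43 to 2.55) for ONECUT and 2.07 (2.04 to 2.11) for CEBP. REST, a repressor of neuronal genes outside the nervous system, had 8.93 (6.90 to 11.6). The intervals cover counting error only.

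Of the clock sequences, the E-box had a ratio of 2.96 (2.83 to 3.09), the D-box 2.74 (2.56 to 2.93) and the ROR and REV-ERB element 1.44 (1.26 to 1.63). The E-box lay within the range of its own shuffled forms (0.743 to 5.43), and the other pair lay above theirs. Within the range of shuffled forms also lay ETS (4.51, and 2.46 away from promoters), the FXR site (4.26), the MyoD E-box of muscle (1.38), STAT5 (0.956), the octamer of POU5F1 (0.846), MEF2 of muscle (0.783), AP-1 (0.737), PU.1 of macrophages (0.723), the glucocorticoid response element (0.531) and GATA (0.384). NFY had 1.35. The sequence of FOXA, pioneer factors of liver, was less frequent in footprints than in the rest of the peaks (0.452, 0.441 to 0.464) and lay below all 10 shuffled forms, the lowest of which (0.459) was inside that interval. In all, the interval lay above 1 for 17 of 25 sequences and below 1 for 7, against a median of 6 and 12 for shuffled forms. GC content was 54.3% in footprints and 47.9% in the rest of the peaks.

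**Figure D4:**
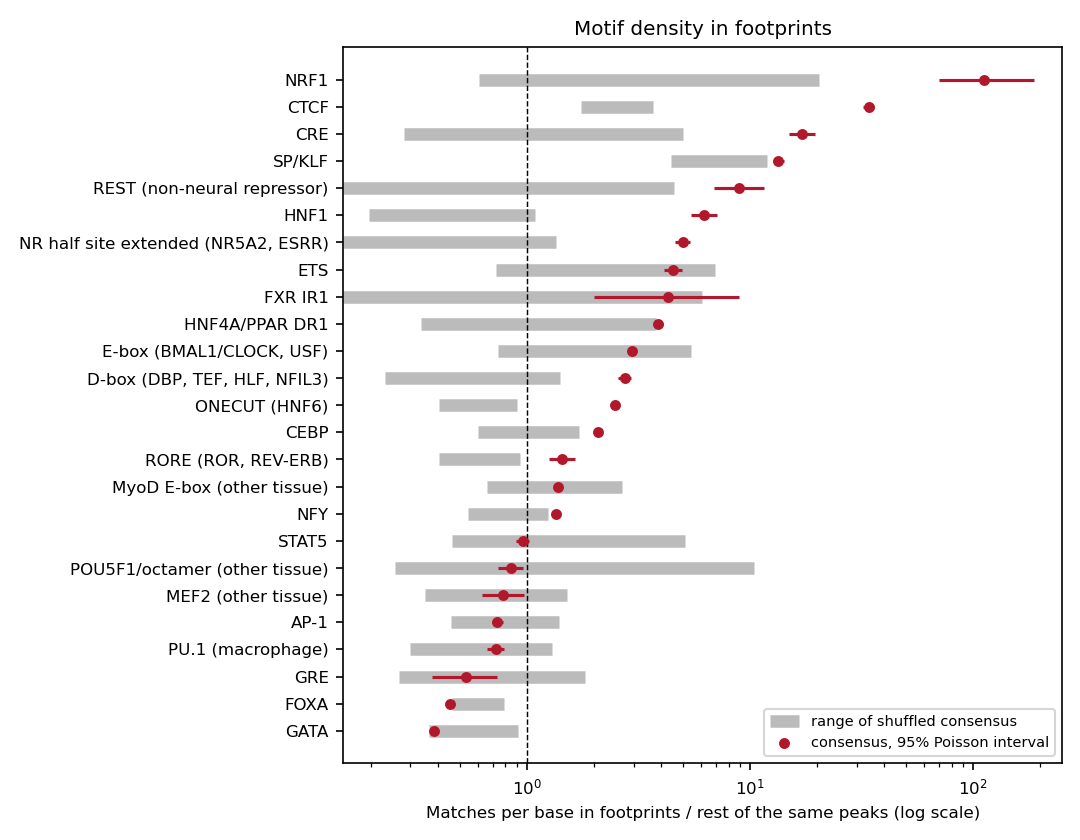
Ratio of matches per base in footprints to the rest of the same peaks (log axis) for 25 sequences, with 95% Poisson intervals and grey bars for the range over shuffled forms, bars that reach 0 being drawn to the left edge. NRF1 (112) and CTCF (33.9) lie furthest to the right, and 11 sequences lie within their grey bars.

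Footprints of the core clock promoters held 14 matches to the E-box, D-box and ROR sequences, in 9 of the 21 genes, a count added after the gene lists had been compared. A match was counted when its centre base lay in a footprint, and 9 of the 14 lay in footprints over their whole length, while 5 reached past the edge. E-boxes (CACGTG) were counted at Per1 (11:69094883-69094888 and 11:69095067-69095072), Ciart (3:95882267-95882272 and 3:95882339-95882344), Cry1 (10:85185109-85185114), Nr1d1 (11:98775695-98775700) and Nfil3 (13:52981734-52981739), all upstream of the start site. At Nr1d2, E-boxes at 14:18238525-18238530 and 14:18238673-18238678 lay 599 and 451 bp downstream of the start, with a D-box (TTATGTAA, 14:18238603-18238610) between them. D-boxes also lay at Per2 (TTACGTAA, 1:91459095-91459102) and Per3 (TTACATAA, 4:151044816-151044823 and 4:151044863-151044870). The ROR and REV-ERB element lay at Arntl (AAAGTAGGTCA, 7:113207537-113207547), 77 bp downstream of the start, in part outside a footprint that ends at 113207543. Random lists of 21 genes held a median of 1 match, and lists matched on promoter signal held 2 (0 to 6), or 1 (0 to 5) for whole matches (percentile 99.94). The 21 promoters held 271 footprints, against 220 (187 to 257) in the matched lists.

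**Figure D5:**
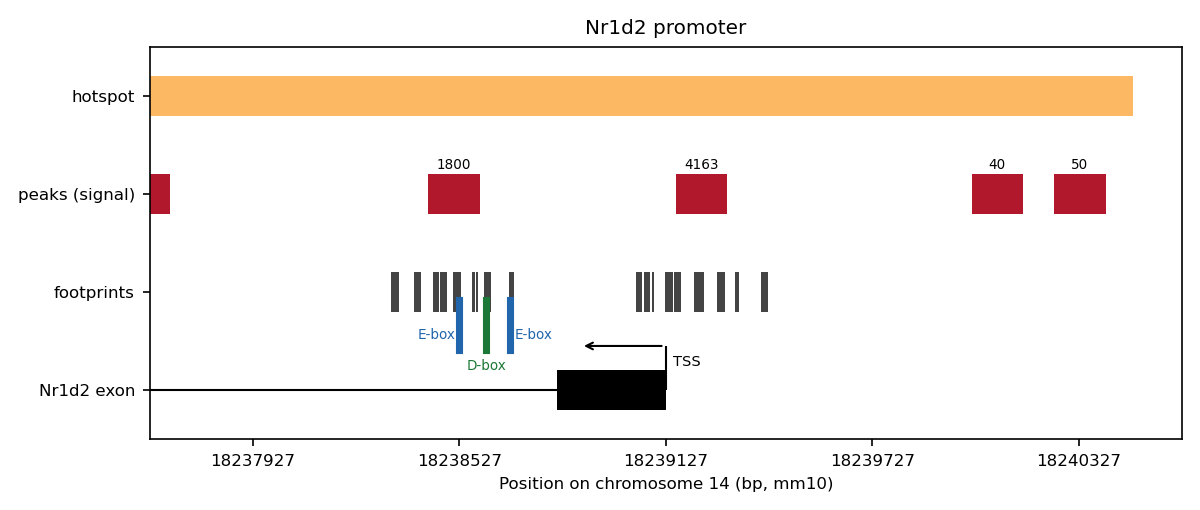
Map of chromosome 14 around the start site of Nr1d2 (mm10, bp), with the hotspot, the peaks and their signals, the footprints, the first exon and the matches to clock sequences centred in footprints. E-boxes flank a D-box in the first intron under and beside the peak of signal 1800, and the strongest peak (4163) lies just upstream of the start site.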

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

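Matching on promoter CpG ratio, the use of other peak lists for distal peaks and the count of whole clock sequences in footprints, were added after the data had been seen; the other alternatives were planned. The number of gene lists that counted as high at promoters (10) stayed between 10 and 13, at least 9 of them the same lists, and the number for distal peaks (12) stayed between 11 and 14, at least 11 of them the same. The lists low in promoter signal (3) numbered between 1 and 6, a count that depends on ties at a median of 0. The number of peaks was 137718 when peaks at or above the median signal were kept, by construction. The overlap of the main list with the longer list was 74.6% with 50% reciprocal overlap and 95.7% between the peaks of each list at or above its median signal. The promoter share of peaks (19.3%) was 12.7% with a 500 bp window and 31.04% with 2.5 kb, as the window sets it, and 19.5% and 22.4% in the longer and shorter lists of the second processing; the cause of the last values was not tested. Agreement of the per-base FDR was 0.914 in peaks at or above the median signal, where the cause was not tested. The promoter share of footprints was 20.8% when footprints outside peaks were left out. Against 17 consensus sequences with an interval above 1, a median of 6 shuffled forms had one. Of 248 percentiles of promoter signal, over lists and settings, 211 kept their side of the limits, 13 lost a call, 21 gained one and 3 reversed. A reversal is a move across 50 where the value before or after it counted as high or low. Of 248 percentiles of the promoter share these counts were 217, 9, 20 and 2, and of 155 distal percentiles 144, 6, 5 and 0. Percentiles that kept their side of the limits did not all keep their direction. The endothelial signal moved from 24.2 to 85.2 with CpG-ratio matching. The stellate share moved from 95.7 to 5.86 with peaks at or above the median signal, and the fetal liver distal percentile from 61.9 to 22.8 with 50 kb. Of 50 ratios of single sequences 48 kept their side of 1 and 2, MEF2 (0.857) and the octamer (0.896), no longer had an interval below 1 in peaks away from promoters; sizes moved more, with NRF1 (112) at 39.5 there and at 255.8 against flanks, SP/KLF (13.4) at 6.83, the cyclic AMP response element (17.1) at 11.2 and ETS (4.51) at 2.46. Clock sequences in footprints of core clock promoters stayed high when whole matches were counted (percentile 99.94). Reversals in this sense lay in 3 lists, while moves across 50 between the limits occurred in other lists too. With CpG-ratio matching the promoter signal moved to percentile 98.2 for female-biased genes, 99.5 for Kupffer cell markers and 97.9 for the combined markers of other liver cells. With peaks at or above the median signal the promoter share moved to percentile 3.63 for Kupffer cell markers and 0.02 for the combined markers; that setting removes weak peaks by construction, which took the combined share from 71.0% to 38.7%, while the cause of the former changes was not tested. Leaving out a library in turn could not be run, since each list pools both, nor could a selection of stronger footprints, since they carry a single constant value. No paired analysis was possible because the series has 1 group. Depth is unknown, so whether a gene without a peak lacks open chromatin or lies below detection cannot be read from these lists.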

Other observations

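The tests for extra copies of a segment of chromosome 1, the look at the 10 strongest peaks alone and the number of sequences above all their shuffled forms were chosen after the results had been seen, and the count of clock sequences was chosen after the gene lists had been compared but before its own result; the other tests were planned. The widest hotspots, picked out after their values were seen, were not tested as a group. The widest of all covered 30781 bp (19:5821366-5852146) and spanned the gene of the nuclear long non-coding RNA Neat1 and part of Frmd8. In order of width there followed hotspots at Adh7 (3:138221135-138240890, 19756 bp), at Apoc1 and Apoe (7:19683636-19702953, 19318 bp), at Cdo1 (18:46710132-46729210, 19079 bp), at the fibrinogen gene Fgb (3:83038067-83056258, 18192 bp), at Ppp1r3b (8:35374521-35390815, 16295 bp), at Osgin1 and Necab2 (8:119433368-119449524, 16157 bp), at Sdc4 (2:164431652-164446606, 14955 bp), at Gna12 (5:140816712-140831634, 14923 bp) and at Paqr9 (9:95551781-95566019, 14239 bp). The median hotspot was 297 bp wide.

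Of the 50 strongest peaks 8 lay in 100 kb of chromosome 1 (1:88200001-88300000) that holds Ugt1a genes, Hjurp and Trpm8, among them a peak in an intron of Trpm8 (1:88288216-88288365, signal 21731). Exact copies held in the assembly were argued against as the source of most of the strongest peaks. The 31-base words of 3 of 50 (6%, 2.06 to 16.2) mostly occurred more than once, against 0.7% of 1000 other peaks. Any repeated word was held by 12 (24%, 14.3 to 37.4), against 11.3%. The word count cannot see diverged copies or copies that the assembly lacks, so those kinds of multi-copy sequence stay open. Exact copies stay a candidate explanation for the 10 strongest, of which 7 held repeated words and 20% mostly such words. The latter lay near Limd1 (9:123461916-123462065, 26093) and at Kpna1 (16:35981656-35981805, 24538). Exact copies also stay a candidate for the other of the 3, near Igf2bp3 (5622). Extra copies of the segment should raise weak and strong peaks alike, and the 10th percentile of signal in the fixed 100 kb (55) lay at percentile 53.1 of blocks, yet weak peaks dropped sharply within it: the 25 peaks up to 1:88290205 had a 10th percentile of 111 and the next 25 had 39.4, a step reached or exceeded at 5.71% of places. The 122 peaks from 1:88070656 to 1:88290205 formed the longest stretch of the genome without a peak below signal 90, the 1 floor of 6 at which it ranked first. At floors of 32, 48, 57, 66 and 124 it ranked 184, 30, 6, 12 and 1881. Within the block the highest run of 50 peaks reached percentile 99.6 of all runs. It was picked from 32 overlapping runs in a block chosen for its strong peaks, so that rank decides nothing. A gained segment therefore cannot be told apart from a broadly open hepatocyte locus with a raised local threshold for calling peaks, since no read depth or second mouse was used here, and no biological explanation was tested.

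Hepatocyte and clock genes stood apart from random lists at promoters and in distal peaks. Promoter base composition as the whole cause was argued against, because the combined hepatocyte share with a promoter peak stayed at percentile 100 among lists matched on GC content and the core clock median signal at 99.99. Gene length as the whole cause was argued against too, since the combined hepatocyte median of distal peaks stayed at percentile 100 among lists matched on length. The design has a single tissue and time, so the part that belongs to liver or to circadian time 46 was not tested; ribosomal protein and housekeeping promoters had median signals of 1833 and 1968.5 beside 1826 for hepatocyte genes, so a high median at the promoter is not particular to liver genes here. Nor is a high call for distal peaks, which ribosomal protein (10 against 6) and housekeeping genes (14 against 8) also reached among lists matched on length (percentiles 99.99 and 98.02).

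Many sequences of known factors were dense in footprints, with an interval above 1 for 17 of 25. Base composition as the whole cause was argued against, since 13 sequences, all among the 17, lay above every shuffled form, where at most 6 were expected if each ranked at random among its own forms; for DR1 the highest form (3.79) was inside the interval. For the other 4, the E-box, ETS, FXR and the MyoD E-box, composition stays open. For all but the MyoD E-box the range cannot decide it, since its upper end is set by poor controls. The 1 form above ETS (GACGTCAG, 6.93) shares GACGTCA with the cyclic AMP response element. The highest E-box form (GCGCAT, 5.43) lies within the NRF1 sequence. The FXR forms at 6.09 rest on 2 or fewer matches in footprints. Shuffling also does not keep neighbouring bases such as CpG, whose part was not tested. The planned share of sequences within the range of their shuffled forms (44% of 25) decides nothing here, since it also counts sequences that were not dense. The clock sequences in footprints of core clock promoters were not accounted for by strong promoters alone, since 14 matches lay at percentile 100 of lists matched on promoter signal, where 95% of lists held 0 to 6, and the 9 whole matches at 99.94. The same promoters held more footprints than matched lists (271 against 220), which adds to the count but by a smaller factor. Matches outside footprints were not counted in these promoters, and the lists were not matched on base composition. The excess therefore cannot tell preferential footprinting from promoters that hold more of these sequences. A candidate explanation is binding by clock factors at these promoters, as a hypothesis only, since footprints do not name the protein and other E-box proteins such as USF bind the same sequence.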
